# MicroRNA Modulation Induced by AICA Ribonucleotide in J1 Mouse ES Cells

**DOI:** 10.1371/journal.pone.0103724

**Published:** 2014-07-31

**Authors:** Xiaoyan Shi, YongyanWu, Zhiying Ai, Juan Du, Lixia Cao, Zekun Guo, Yong Zhang

## Abstract

ES cells can propagate indefinitely, maintain self-renewal, and differentiate into almost any cell type of the body. These properties make them valuable in the research of embryonic development, regenerative medicine, and organ transplantation. MicroRNAs (miRNAs) are considered to have essential functions in the maintenance and differentiation of embryonic stem cells (ES cells). It was reported that, strong external stimuli, such as a transient low-pH and hypoxia stress, were conducive to the formation of induced pluripotent stem cells (iPS cells). AICA ribonucleotide (AICAR) is an AMP-activated protein kinase activator, which can let cells in the state of energy stress. We have demonstrated that AICAR can maintain the pluripotency of J1 mouse ES cells through modulating protein expression in our previous research, but its effects on ES cell miRNA expression remain unknown. In this study, we conducted small RNA high-throughput sequencing to investigate AICAR influence on J1 mouse ES cells by comparing the miRNA expression patterns of the AICAR-treated cells and those without treatment. The result showed that AICAR can significantly modulate the expression of multiple miRNAs, including those have crucial functions in ES cell development. Some differentially expressed miRNAs were selected and confirmed by real-time PCR. For the differently expressed miRNAs identified, further study was conducted regarding the pluripotency and differentiation associated miRNAs with their targets. Moreover, miR-134 was significantly down-regulated after AICAR treatment, and this was suggested to be directly associated with the up-regulated pluripotency markers, Nanog and Sox2. Lastly, Myc was significantly down-regulated after AICAR treatment; therefore, we predicted miRNAs that may target Myc and identified that AICAR induced up-regulation of miR-34a, 34b, and 34c can repress Myc expression in J1 mouse ES cells. Taken together, our study provide a new mechanism for AICAR in ES cells pluripotency maintenance and give insight for its usage in iPS cells generation.

## Introduction

Embryonic stem cells (ES cells) are blastocyst inner cell mass-derived cells that are pluripotent and capable of self-renewal and immortalization [1]. Therefore, ES cells are usually considered as a better system to study embryonic development, regenerative medicine, and tissue replacement. In ES cells, the balance between pluripotency and differentiation should be strictly controlled. The core transcription network composed of Nanog, Oct4, Klf4, and Sox2 is known to be essential for ES cell self-renewal and pluripotency maintenance [2]. Other signal pathways, including Wnt, TGF-β, LIF/JAK-STAT, and MEK/ERK signal pathway, also have crucial functions in ES cells [3]–[6]. However, this homeostasis is influenced by the regulation of epigenetic modifications as well. As an important mechanism of epigenetic regulation, microRNAs (miRNAs) play crucial roles in the regulation of ES cell fate decision [7].

MiRNAs contain a class of non-coding RNAs that are widely expressed in both plants and animals [8]. They are usually transcribed by RNA polymerase II (Pol II) to generate a stem loop containing primary miRNA (pri-miRNA) and processed by DGCR8/Pasha complex to produce ∼70 nt hairpin precursor miRNA (pre-miRNA). Thereafter, the pre-miRNAs are transported into the cytoplasm, where they are cleaved and processed to become mature miRNAs [9]. MiRNAs generally function in cytoplasm by near-perfect or perfect base pair with their target mRNAs in animals or plants, respectively, to promote translation repression or induce mRNA degradation or cleavage. Notably, a single miRNA can regulate the expression of multiple target mRNAs; simultaneously, a single mRNA can be regulated by several miRNAs. Therefore, the miRNA pathway is a novel and complicated regulation network that influences a large amount of biological processes [10]. Over the past decade, substantial amount of research have been conducted on expounding miRNA expression and function in the differentiation and maintenance of ES cells. As a result, a large number of ES cell-specific miRNAs, such as the members of miR-290 cluster, have been identified as important for ES cell stemness [11].

Small molecules, including Pluripotin/SC1, CHIR9921, SB431542, and BIO, have been demonstrated to manipulate the fate of ES cells by promoting pluripotency or inhibiting differentiation through modulating diverse signal transduction pathways [12]–[15]. Moreover, Hou *et al* have first reported that iPS cells can be generated from mouse somatic cells using a combination of seven small molecule compounds [16]. Recently, this suggestion was also demonstrated by a research team from Korea and they produced iPS-like cells by the combination of other small molecules to compensate for reprogramming factors [17]. Obokata has demonstrated that strong external stimulus, such as transient low-pH stress or other forms of stress, can facilitate the generation of iPS cells from mammalian somatic cells [18]. This reprogramming phenomenon was named as stimulus-triggered acquisition of pluripotency (STAP), and it provided a convenient and efficient pathway for iPS cells generation. Ou *et al* also reported that, in the condition of hypoxia stress, SIRT1 can modulate the autophagy of ES cells as well as their mitochondria function [19]. These studies indicated that a certain degree of external stimuli or stress can influence ES cell pluripotency maintenance and intracellular metabolism.

AICAR can lead increased levels of intracellular AMP and influence cellular energy metabolism. This function was similarly to FSK, which was one of the small molecules used by Hou to generate iPS cells. Considering its function in energy stress and potential usage in iPS generation, we choose AICAR as our research target. Furthermore, we have reported previously that AICAR can elevate the expression of pluripotency-associated genes and maintain ES cell stemness [20], but its function in ES cells miRNAs modulation was unclear. In this study, we performed small RNA (sRNA) high-throughput sequencing to identify differentially expressed miRNAs of J1 ES cells cultured with or without AICAR, so as to discover the mechanism of AICAR in ES cell miRNAs modulation and stemness maintenance. These data will provide new evidence for STAP and give insight for the application of AICAR in somatic cell reprogramming.

## Materials and Methods

### Cell culture

All cell culture reagents and sterile cell wells were purchased from Gibco (Invitrogen, Carlsbad, CA, USA) and Nunclon (Roskilde, Denmark), respectively, unless otherwise indicated. J1 mouse ES cells were purchased from ATCC (Manassas, VA, USA) and maintained as previously described [16]. 293FT cell line was cultured at 37°C humidified air with 5% CO_2_ in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum.

### AICAR treatment

AICAR (Beyotime Institute of Biotechnology, Jiangsu, China) was dissolved in dimethyl sulfoxide (DMSO), and their final working concentration was 1 mM. Cell medium with an equal volume of DMSO was used as control.

### RNA isolation and sRNA high-throughput sequencing of J1 ES cells

Total RNA was extracted using TRIZOL reagent (Life Technologies, Carlsbad, CA, USA) by following the manufacturer’s instructions. Total RNA samples were subjected to size fractionation to obtain 18 nt to 30 nt sRNAs. Then, these sRNAs were added with 3′ and 5′ adaptor and reverse transcribed to double strand cDNA. These sequences were amplified through PCR and subjected to high-throughput sequencing. The 50 nt sequence tags from HiSeq sequencing initially underwent data cleaning, which includes the removal of low-quality tags and several kinds of contaminant reads. Finally, the clean reads were obtained and applied to the analysis. The list of significantly regulated microRNAs were filtered using the threshold of p-value≤0.05 and fold change (FC)≥2 or ≤0.5 between AICAR-treated J1 ES cells compared with those added with DMSO.

Small RNA sequencing data were deposited in the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54586).

### RT-PCR and quantitative real-time PCR analysis

Validation of the sRNA high-throughput sequencing data was performed using quantitative real-time PCR analysis with the ABI StepOnePlus PCR system (Applied Biosystems, Foster City, CA, USA). For miRNA analysis, the total RNA (2 µg) was reverse transcribed using a miScript II RT kit (Qiagen China Shanghai Co. Ltd.) with 5 × miScript HiSpec buffer to obtain mature miRNA. Real-time PCR was performed in triplicate for each sample using miScript SYBR Green PCR kit (Qiagen China Shanghai Co. Ltd.). All reactions were performed at 95°C for 15 min to activate the HotStarTaq DNA polymerase. This process was followed by 40 cycles of 95°C for 5 s and 60°C for 30 s, which ends with a melting curve acquisition. We used the endogenous reference RNA RNU6B to normalize the amount of template added. The 2^−ΔΔCT^ method was used to analyze relative changes in miRNA expression, and a reference sample was performed in each independent experiment. The detection of gene expression by real-time PCR was performed as previously described [16]. The primer sequences used for real-time PCR are shown in Table S1.

### Vector construction

The 3′-UTRs of Myc that contain putative miRNA binding sites were amplified through PCR from J1 ES cell cDNA and cloned into multiple cloning sites (MCS) of psiCHECK-2 Vector (Promega). MiRNA expression vectors were constructed by inserting PCR-amplified pre-miRNA into MCS of pCDH-CMV-MCS-EF1-copGFP (System Biosciences, CA, USA).

### Dual-luciferase reporter assay

J1 ES cells were seeded on gelatin-coated 24-well cell plates one day before transfection. When the cells obtained 50% to 60% confluence, miRNA expression vectors and luciferase reporters that contained 3′-UTR of Myc were co-transfected by Lipofectamine 2000 (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. Then, 24 or 48 hours after transfection, the cells were lysed in 1 × passive lysis buffer. Luciferase activity was measured with the dual-luciferase reporter assay system (Promega) according to the manufacturer’s instructions on a Victor X5 multi-label plate reader (PerkinElmer, Norwalk, CT, USA).

### Alkaline phosphatase activity assay

J1 ES cells were seeded on gelatin-coated 12-well plates in the presence of 1,000 U/ml LIF and transfected with miR-134 expression vector pCDH-mir134 or its negative control. 12 h after transfection, AICAR or equal volume of DMSO were added into cell medium. After 24 h, the alkaline phosphatase activity of cells cultured in defined medium was detected with the BCIP/NBT alkaline phosphatase color development kit (Beyotime Institute of Biotechnology) following the manufacturer’s instructions.

### Western blot analysis

J1 ES cells were treated with DMSO or AICAR for 24 h on gelatin-coated 6-well plates and total cell lysates were extracted with RIPA buffer. Proteins were separated by 10% acrylamide gels and transferred to PVDF membranes (Millipore, MA, USA) for 2.5 h at 100 V. Then, the membranes were blocked in 5% non-fat milk/TBST for 2 h and incubated with the primary antibody overnight at 4°C. After that, membranes were washed three times with TBST and incubated with the secondary antibody for 2 h. Finally, membranes were washed three times for 10 min each with TBST, and immunoblots were developed by autography using SuperSignal west pico substrate (Thermo Scientific, IL, USA).

### Statistical analysis

Data were presented as the mean ± standard deviation (SD), and statistical significances were analyzed using the Student’s t-test. A value of p<0.05 was considered significant.

## Results

### Overview of sRNA high-throughput sequencing data

Small non-coding RNAs belong to a class of functional RNA that is not translated into protein. Small RNA high-throughput sequencing is strong because of its decreased nucleotide loss, small sample quantity requirement, high throughput, and high accuracy. Therefore, an increasing number of researchers choose this method as a powerful tool in small RNA function research.

In this study, we treated J1 ES cells with 1 mM AICAR or equal volume of DMSO for 24 h and isolated total RNA using trizol reagent. Extracted total RNA samples were subjected to size filtration, and only those between 18 and 30 nt could pass through. The filtered sRNA was added with 3′ and 5′ adaptor, reverse transcribed, PCR amplified, and subjected to Solexa high-throughput sequencing. The stepwise data analysis process of sRNA reads from Solexa Hiseq sequencing was shown in Figure 1A and only the filtered clean reads were used to further analysis. 

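J1 ES cells are a mouse embryonic stem cell line, and AICAR is a cell-permeable activator of AMP-activated protein kinase. The cells were treated with 1 mM AICAR or with an equal volume of DMSO (0 mM AICAR) for 24 h, and 1 sRNA library was sequenced from each condition. No replicate library was analysed here, so differences between the libraries have no replicate check. The authors removed low-quality reads, contaminant reads and reads shorter than 18 nt, collapsed identical clean reads into tags, and deposited each tag with its read count, without normalization or alignment. The DMSO library held 18870345 clean reads in 910008 distinct tags, and the AICAR library held 21091226 clean reads in 1085873 distinct tags. Of the distinct tags, 73.1% in the DMSO library and 71.0% in the AICAR library were read once. The 229583 tags found in both libraries held 94.8% of all clean reads. The single most abundant tag held 4.13% of the DMSO reads and 3.52% of the AICAR reads. Tags ranged from 18 to 44 nt in both libraries, with the most reads at 22 nt. Tags shorter than 21 nt held 21.3% of the clean reads in the DMSO library and 16.3% in the AICAR library.
Tags were matched without mismatch to the mouse miRNA hairpins of the GENCODE annotation whose gene symbol starts with Mir (1174 hairpins, genome build GRCm38). On each hairpin arm the tag with the most reads over both libraries was taken as the reference tag, and a tag was counted for that arm when it started within 2 nt and ended within 4 nt of the reference tag. A tag that fitted several miRNAs was counted in full for each. Read counts were divided by the clean reads of the library and scaled to 1000000 clean reads (RPM), and a fold change is the AICAR value divided by the DMSO value. Intervals are 95% intervals from the exact binomial distribution of the reads and cover counting error only, since reads amplified by PCR are not independent molecules. At these depths 3 reads correspond to 0.159 RPM in the DMSO library and 0.142 in the AICAR library, the amount taken as the limit of detection where a miRNA has no reads.

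**Figure D1:**
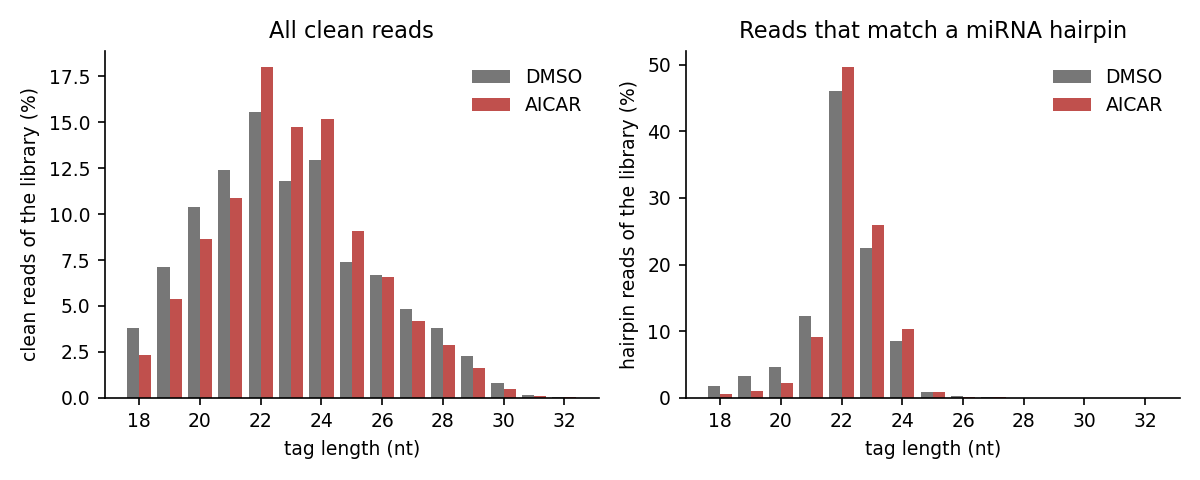
Share of the reads (%) against tag length (nt) for all clean reads (left) and for reads that match a miRNA hairpin (right), with the DMSO library in grey and the AICAR library in red, 1 library each and tags up to 32 nt shown. Reads on hairpins peaked at 22 nt in both libraries, with 46.1% in the DMSO library and 49.6% in the AICAR library.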

The small RNA tags were mapped into the genome by short oligonucleotide alignment program (SOAP), which can analyze the expression and distribution of the clean reads in the genome. This finding revealed that approximately 64.38% (12,147,800) clean reads of DMSO and 56.79% (11,978,538) clean reads of AICAR can be mapped into the genome. Furthermore, these mapping reads were distributed among all 40 mouse chromosomes, as well as both the sense and anti-sense of these chromosomes.

**Figure 1:**
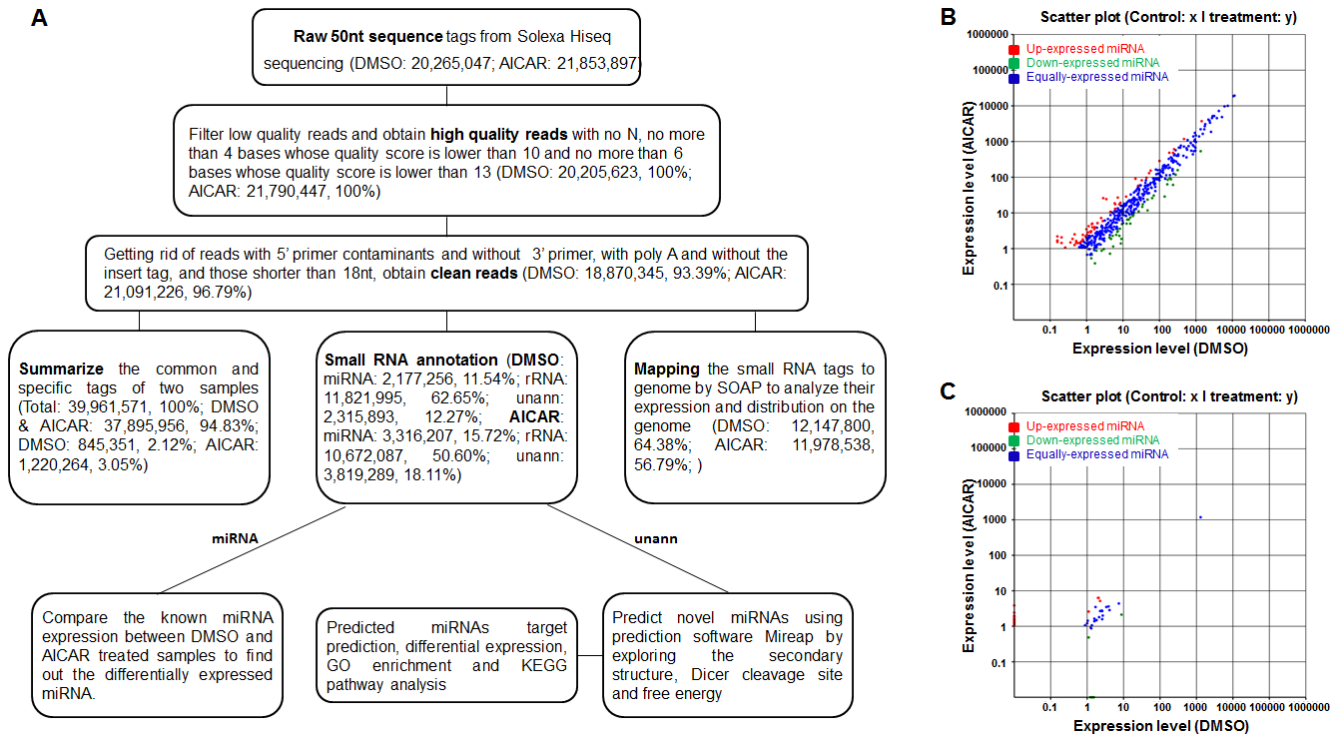
Overview of sRNA high-throughput sequencing data. (A) A flowchart that shows stepwise data analysis process of small RNA reads from Solexa Hiseq sequencing. (B) Comparison of the known miRNA expression between DMSO- and AICAR-treated samples; the scatter plot shows differentially expressed miRNAs in the two samples. (C) Comparison of the predicted novel miRNA expression between DMSO- and AICAR-treated samples; the scatter plot shows differentially expressed miRNAs in the two samples.

Small RNA annotation is the most important process in our work. Through this procedure, we identified 2,177,256 (11.54% of clean reads) and 3,316,207 (15.72% of clean reads) miRNAs from DMSO- and AICAR-treated samples, respectively. Furthermore, we compared the expression of those identified miRNA between the AICAR-treated sample and the DMSO-treated sample. 

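Without mismatch, 2180916 reads of the DMSO library, or 11.56% of its clean reads (95% Wilson interval 11.54% to 11.57%), and 3314715 reads of the AICAR library, or 15.72% (15.70% to 15.73%), matched an annotated miRNA hairpin. Within the end limits around the reference tags, 2172537 reads of the DMSO library (11.5%) and 3308556 reads of the AICAR library (15.7%) were assigned to miRNAs. The assigned share was most affected by the limits on the tag ends: with only tags identical to the reference tags it was 7.35% in the DMSO library and 10.6% in the AICAR library. Under each rule the AICAR library had the larger share. Of the hairpin reads, 9.49% in the DMSO library and 3.81% in the AICAR library were on tags shorter than 21 nt.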

An overview of differentially expressed miRNAs is shown by the scatter plot in Figure 1B. 

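Among the 529 miRNAs with at least 1 RPM in at least 1 of the libraries, 305 had a higher and 224 a lower value in the AICAR library. The median fold change was 1.11 (log2 0.15). Because a larger share of the AICAR reads came from miRNAs, the centre of the distribution depended on the denominator. Relative to the reads assigned to miRNAs, the median log2 fold change was -0.30, a shift of all miRNAs in the same direction. With TMM scaling, edgeR's trimmed mean of M-values, it was -0.02, and with median-ratio scaling it was 0.05. The highest fold change among the up-regulated miRNAs was 13.4, and the lowest among the down-regulated miRNAs was 0.139.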

Aside from those annotated sRNAs, some unannotated small RNA tags were also noted (DMSO: 2,315,893, 12.27%; AICAR: 3,819,289, 18.11%). We predict novel miRNAs using prediction software Mireap by exploring the secondary structure, as well as Dicer cleavage site and the minimum free energy of the unannotated sRNA tags that can be mapped into the genome. Finally, we predicted 149 kinds of novel miRNA in the AICAR-treated sample and 129 kinds of novel miRNA in the DMSO-treated sample. We also identified several differentially expressed novel miRNAs between the DMSO- and AICAR -treated samples, and the result is presented in Figure 1C.

Overall, we obtained a sufficient amount of data from sRNA high-throughput sequence for our subsequent analysis. 

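Reads were found on 814 of the 1174 hairpins used. Of 1175 hairpin arms with reads, 1035 had at least 1 read in the DMSO library and 1065 in the AICAR library. At least 10 RPM in at least 1 library were reached by 287 miRNAs, at least 100 by 106, and at least 1000 by 30. A single read corresponded to 0.0530 RPM in the DMSO library and 0.0474 in the AICAR library. The depth therefore differed widely between miRNAs: 29 of the miRNAs past the thresholds of fold change and p-value had fewer than 100 reads in the libraries together.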

We found that the addition of AICAR significantly modulated the expression of a large number of known miRNAs and predicted novel miRNAs, which is further demonstrated in the following parts of this paper.

### AICAR modulates the expression of multiple miRNAs associated with ES cell pluripotency

We have previously demonstrated that AICAR could stimulate J1 ES cell self-renewal and pluripotency by regulating protein-encoding gene expression. However, the mechanism by which AICAR modulates miRNA expression has not been elaborated. In this study, we performed high-throughput sRNA sequencing and compared differentially expressed miRNAs of J1 ES cells with and without AICAR treatment. With the addition of 1 mM AICAR, we observed that 43 miRNAs were significantly down-regulated (FC≤0.5, p≤0.01) and 59 miRNAs were significantly up-regulated (FC≥2, p≤0.01) compared with those cultured in the equal volume of DMSO (Tables S2 and S3).

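With the thresholds of a fold change of at least 2 or at most 0.5 and p at most 0.01, 63 of the 529 miRNAs were up-regulated and 50 were down-regulated in the AICAR library. The p-values came from a two-sided Fisher's exact test of the reads of each miRNA against the other clean reads. This test compares these libraries, not the conditions, and at this depth small differences pass it: 320 of the 529 miRNAs had p at most 0.01 at any fold change. Of the up-regulated miRNAs, 42 had a fold change between 2 and 3, and 36 stayed under 10 RPM in both libraries. Of the down-regulated miRNAs, 23 stayed under 10 RPM in both libraries. The number of up-regulated miRNAs moved most with edgeR's exact test and an assumed coefficient of variation of 0.4, where 5 were up-regulated and 6 down-regulated. The number of down-regulated miRNAs rose to 114 relative to miRNA reads, with 22 up-regulated. The largest rises among up-regulated miRNAs with at least 10 RPM in at least 1 library were those of miR-122-5p (55 reads in the DMSO and 536 in the AICAR library, fold change 8.72), miR-129-1-3p, miR-499-5p (418 and 1881 reads, 4.03), miR-484-5p (137 and 565 reads, 3.69) and miR-345-5p (111 and 381 reads, 3.07). The largest falls were those of miR-3473e-5p (483 and 75 reads, 0.139), miR-296-3p, miR-341-3p (3137 and 721 reads, 0.206), miR-3473b-3p (907 and 233 reads, 0.230) and miR-758-5p (306 and 105 reads, 0.307). All reads of miR-3473e-5p were on tags shorter than 21 nt, and 477 of its 483 reads in the DMSO and 71 of its 75 in the AICAR library were on a tag of 18 nt that was also counted for miR-3473b-3p. Without tags shorter than 21 nt the fold change of miR-3473b-3p was 0.582, and with 1 mismatch allowed that of miR-341-3p was 0.881.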

Those down-regulated miRNAs included miR-134-5p, miR-296-3p, miR-381-3p, miR-449a-5p, miR-449c-5p, and miR-302 clusters. 

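MiR-134-5p comes from the hairpin Mir134 on chromosome 12 of GRCm38 (109734139 to 109734209), in an exon of the long non-coding RNA gene Mirg. It had 3148 reads (167 RPM) in the DMSO library and 1327 reads (62.9 RPM) in the AICAR library, a fold change of 0.377 (95% interval 0.353 to 0.402, p = 6.0e-215 from Fisher's exact test of the libraries). Most of its reads were on the tag TGTGACTGGTTGACCAGAGGGG of 22 nt, which had 2258 and 911 reads. MiR-296-3p comes from the hairpin Mir296 on chromosome 2 (174267047 to 174267125), with no other gene annotated on its strand. It had 2627 reads (139 RPM) in the DMSO library and 595 reads (28.2 RPM) in the AICAR library, a fold change of 0.203 (0.185 to 0.222). Its reads in the DMSO library were mainly on the tag GAGGGTTGGGTGGAGGCT of 18 nt, with 2445 reads in the DMSO and 432 reads in the AICAR library. The tag GAGGGTTGGGTGGAGGCTCTCC of 22 nt had 85 and 103 reads. With tags of at least 21 nt only, a limit chosen after seeing the data, the fold change of miR-296-3p was 1.11 and that of miR-134-5p was 0.379.
MiR-381-3p (chromosome 12, 109726822 to 109726896) was read 33 times in the DMSO library and 8 times in the AICAR library, a fold change of 0.217 (0.0866 to 0.479, p = 2.4e-05, Fisher's exact test). Of its DMSO reads, 75.8% were on tags shorter than 21 nt, and without these tags it was no longer past the p threshold. MiR-449a-5p and miR-449c-5p come from hairpins in an intron of the protein-coding gene Cdc20b on chromosome 13 (113037534 to 113037624 and 113035983 to 113036091). MiR-449a-5p had 81 reads in the DMSO and 43 in the AICAR library, a fold change of 0.475 (0.320 to 0.696). It was 0.687 with tags of at least 21 nt only and 0.783 with tags identical to the reference tag only. MiR-449c-5p had 89 and 41 reads, a fold change of 0.412 (0.278 to 0.603).

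**Figure D2:**
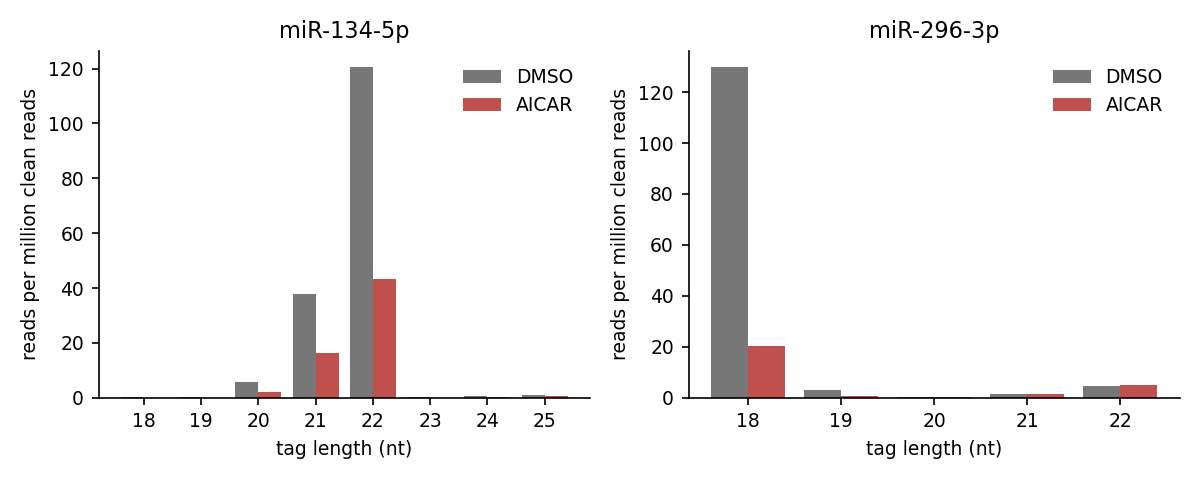
RPM of clean reads against tag length (nt) for miR-134-5p (left) and miR-296-3p (right) in the DMSO library (grey) and the AICAR library (red), 1 library each. Tags of 22 nt carried most reads of miR-134-5p, whereas tags of 18 nt carried most reads of miR-296-3p.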

Among these miRNAs, miR-134 expression was elevated after retinoic acid (RA)-induced differentiation. The overexpression of this gene can enhance ES cell differentiation toward ectodermal lineages. MiR-296 was up-regulated after RA treatment of mouse ES cell. This gene can target the amino acid coding sequence of the crucial pluripotent gene, Nanog, thereby reducing its expression [21]. MiR-381 reportedly represses the expression of inhibitor of differentiation 1 (Id1), which functions in BMP signaling pathway to block ES cell neural differentiation [22]. MiR-449a and miR-449c are expressed during somitogenesis and neurogenesis, and these genes regulate Notch ligand *Delta-like 1* (Dll1) expression [23]. Mir-302 clusters are abundantly expressed in human ES cells and functioned in ES cell pluripotency maintenance and self-renewal [24]. MiR-302 has been demonstrated to be inhibited by BMP4. However, BMP4 was up-regulated by AICAR addition; therefore, the reduced miR-302 cluster expression may have resulted from increased BMP4 expression. 

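The miR-302 hairpins lie on chromosome 3 of GRCm38, with Mir302b at 127545228 to 127545301, Mir302c at 127545363 to 127545430, Mir302a at 127545496 to 127545564 and Mir302d at 127545624 to 127545689. Their reads were few in both libraries. MiR-302a-5p had 147 reads in the DMSO and 28 in the AICAR library, a fold change of 0.170 (95% interval 0.109 to 0.257, p = 8.7e-24 from Fisher's exact test of the libraries). MiR-302a-3p had 26 and 11 reads, a fold change of 0.379 (0.169 to 0.793, p = 0.00753, Fisher's exact test). It was not past the p threshold with only tags identical to the reference tag, nor after the Benjamini-Hochberg adjustment of the p-values. MiR-302b-3p had 27 and 14 reads, a fold change of 0.464 (0.225 to 0.916), and its p of 0.0187 (Fisher's exact test) lay above 0.01. It was past both thresholds relative to miRNA reads, with TMM scaling and with 1 mismatch allowed, and missed the fold change threshold with tags identical to the reference tag (0.596) and with the reference 5′ end (0.518). MiR-302d-3p, with 46 reads in the DMSO and 51 in the AICAR library, showed no difference that could be detected at this depth (fold change 0.992, interval 0.653 to 1.51). MiR-302c-3p had 3 reads in the DMSO library and none in the AICAR library, and miR-302b-5p had 4 and none. MiR-302d-5p had 9 and 3 reads, a fold change of 0.298 (0.0519 to 1.195). These arms stayed under 1 RPM in both libraries and were not among the miRNAs tested.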

The expression of these miRNAs was validated by real-time PCR, and the change tendency was consistent with our sequencing data, although their level of change was not exactly similar (Figure 2A).

**Figure 2:**
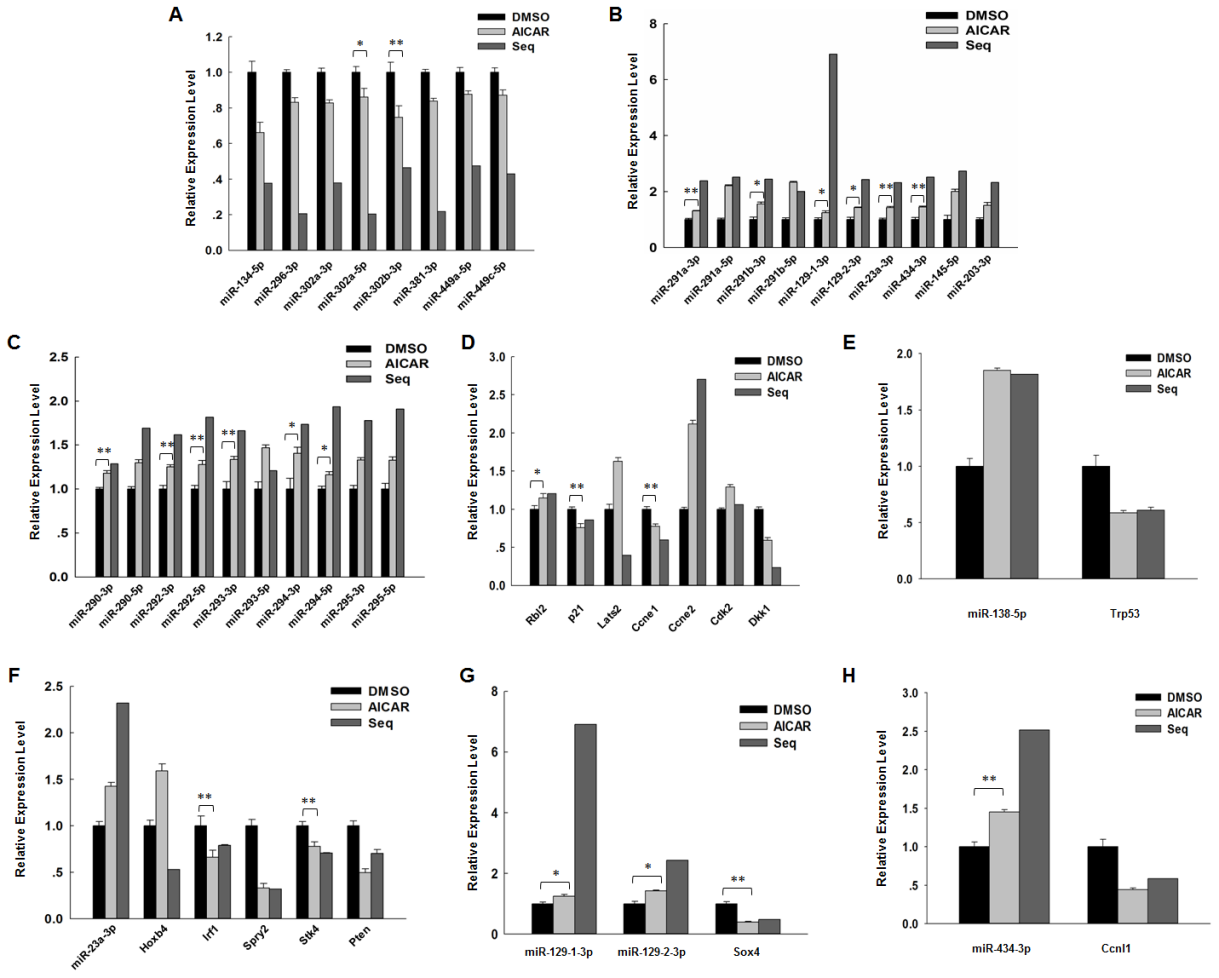
AICAR modulates the expression of multiple miRNAs associated with ES cell pluripotency. (A) Representative miRNAs that were down-regulated in the presence of 1 mM AICAR; this finding was validated by real-time PCR. J1 ES cells were cultured in medium with serum and 1,000 U/mL LIF in the presence or absence of 1 mM AICAR for 24 h. Mature miRNAs were transcribed, and the relative expression level of miRNAs was determined by real-time PCR. Data are presented as the mean ± SD of three independent experiments. (B) Representative miRNAs that were up-regulated in the presence of 1 mM AICAR were validated by real-time PCR. (C) Real-time PCR validation of miR-290 cluster after AICAR treatment. (D) Real-time PCR detection of the targets of miR-290 cluster in the presence of 1 mM AICAR. (E) The expression of miR-138-5p and its target Trp53 was validated by real-time PCR. (F) The expression of miR-23a-3p and its targets was validated by real-time PCR. (G) The expression of miR-129-1 and miR-129-2 and their target Sox4 was validated by real-time PCR. (H) The expression of miR-434-3p and its target Ccnl1 was validated by real-time PCR. (*: p<0.05; **: p<0.01).

By contrast, some miRNAs that are significantly up-regulated were also observed, including miR-290 cluster members, miR-291a and miR-291b, miR-129-1-3p, miR-129-2-3p, miR-23a-3p, miR-434-3p, miR-145-5p, and miR-203-3p. 

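The cluster members miR-291a and miR-291b come from the hairpins Mir291a (3218919 to 3219000) and Mir291b (3219482 to 3219560) on chromosome 7 of GRCm38. MiR-291a-5p had 27499 reads in the DMSO library and 77276 in the AICAR library, a fold change of 2.51 (95% interval 2.48 to 2.55). MiR-291a-3p had 9086 and 24193 reads, a fold change of 2.38 (2.33 to 2.44). MiR-291b-3p had 963 and 2649 reads, a fold change of 2.46 (2.29 to 2.65, p = 1.5e-141 from Fisher's exact test of the libraries). MiR-291b-5p had 4476 and 10064 reads, a fold change of 2.01 (1.94 to 2.08), which fell to 1.79 with TMM scaling and to 1.87 with median-ratio scaling. When scaled to miRNA reads, the fold changes of these 4 miRNAs lay between 1.48 and 1.85, under the threshold of 2. The fold changes of the same arms with tags of at least 21 nt only lay between 2.16 and 2.63.

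**Figure D3:**
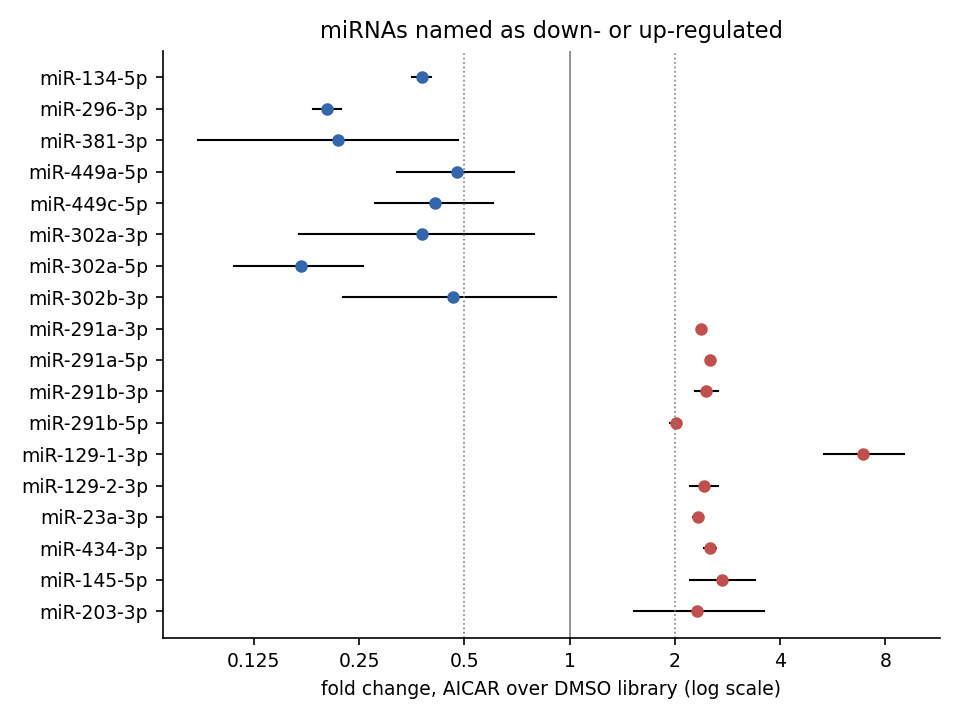
Fold change (AICAR over DMSO library, log scale) of the miRNAs the text names as down-regulated (blue) or up-regulated (red), with 95% exact binomial intervals for counting error and 1 library per condition. Dotted lines mark fold changes of 0.5 and 2. The intervals are widest for miRNAs with few reads, such as miR-381-3p with 33 and 8 reads.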

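The miR-290 cluster of the annotation is a chain of 7 hairpins from Mir290a to Mir295 on the plus strand of chromosome 7 of GRCm38, from 3218626 to 3220841, with no other gene annotated on that strand at these hairpins. Tags that match these hairpins held 629277 reads of the DMSO library and 1219669 reads of the AICAR library. They made up 28.9% of the hairpin reads in the DMSO library (95% Wilson interval 28.8% to 28.9%) and 36.8% in the AICAR library (36.7% to 36.8%). Relative to all clean reads, the cluster had 33347 and 57828 RPM, a ratio of 1.73.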

The mir-290 cluster was expressed abundantly in mouse ES cells; this cluster can promote mouse ES cell pluripotency and reprogramming by directly targeting key regulators of cell cycle and ensuring rapid G1-S transition [25]. Increased miR-129-1 and mir-129-2 expression was partly responsible for the reduced Sox4 expression, which was up-regulated during ES cell differentiation into neural stem cell [26]. The increased miR-23a expression may be caused by the down-regulation of its inhibitor C-myc [27]. Mir-434 is one of the highly expressed miRNA clusters in undifferentiated ES cells. 

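MiR-145-5p comes from the hairpin Mir145a on chromosome 18 of GRCm38 (61647825 to 61647894). It had 118 reads (6.25 RPM) in the DMSO library and 360 reads (17.1 RPM) in the AICAR library, a fold change of 2.73 (95% interval 2.21 to 3.39, p = 4.5e-24 from Fisher's exact test of the libraries). MiR-203-3p comes from Mir203 on chromosome 12 (112130880 to 112130955). It had 32 reads (1.696 RPM) and 83 reads (3.94 RPM), a fold change of 2.32 (1.53 to 3.61, p = 3.2e-05, Fisher's exact test). With miRNA reads as the denominator, the fold change of miR-203-3p was 1.703, and that of miR-145-5p stayed past the threshold.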

Unfortunately, miR-203 and miR-145, which repress pluripotency-associated genes (i.e., Sox2 and Klf4), were also increased for unknown reasons [28]. Real-time PCR was performed to validate the expression of these miRNAs, and the result was consistent with the sequencing data (Figure 2B).

Considering the importance of the miR-290 cluster in mouse ES cell pluripotency maintenance, we also detected the expression level of other miR-290 cluster members by real-time PCR. Moreover, the result indicated that their expression levels were up-regulated after AICAR treatment; this finding suggested AICAR function in ES cell stemness maintenance (Figure 2C). Furthermore, we also examined the expression of miR-290-associated genes (Figure 2D). 

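In the sequencing data each of the 14 arms of the cluster had a higher RPM of clean reads in the AICAR library. Beside miR-291a and miR-291b, the other 10 arms had fold changes between 1.21 and 1.94, under the threshold of 2. MiR-290-5p had 206834 reads in the DMSO and 391335 in the AICAR library, a fold change of 1.69 (95% interval 1.68 to 1.702). MiR-293-3p, the most abundant arm, had 217836 and 404879 reads, a fold change of 1.66 (1.65 to 1.67). MiR-294-3p had 54648 and 106049 reads, a fold change of 1.74 (1.72 to 1.75), and miR-295-3p had 42206 and 83970 reads, a fold change of 1.78 (1.76 to 1.801). MiR-292-3p rose 1.62-fold (1.598 to 1.65) and miR-292-5p 1.82-fold (1.78 to 1.86). MiR-294-5p rose 1.94-fold (1.88 to 1.99) and miR-295-5p 1.91-fold (1.86 to 1.97). The smallest differences were those of miR-293-5p, with 13978 and 18869 reads (fold change 1.21, 1.18 to 1.23), and of miR-290-3p, with 340 and 490 reads (1.29, 1.12 to 1.49). Relative to miRNA reads, these 2 arms had fold changes of 0.886 and 0.946, and the other 12 stayed above 1. From the higher expression of the members, the paper proposes a function of AICAR in ES cell stemness maintenance.

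**Figure D4:**
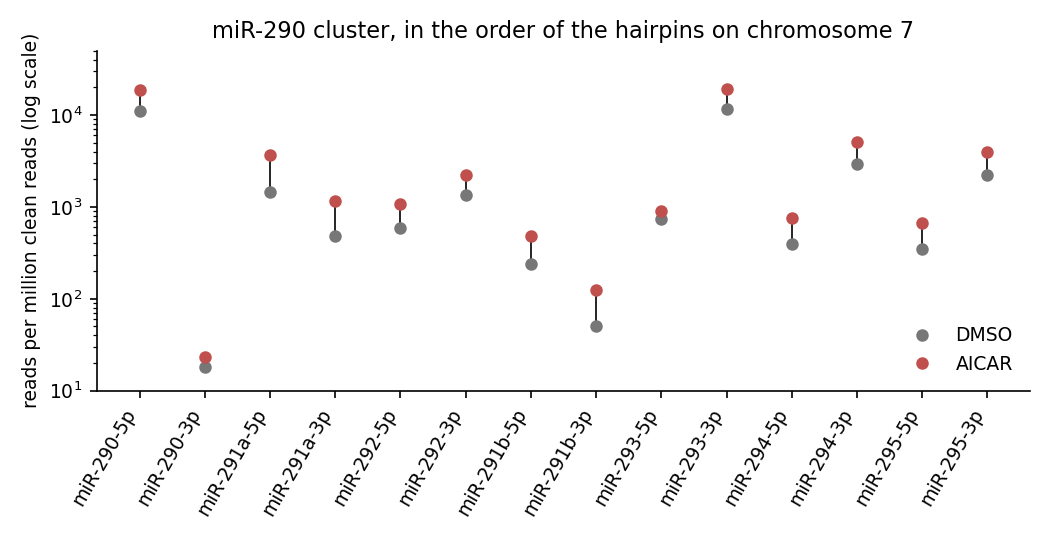
RPM of clean reads (log scale) of the 14 arms of the miR-290 cluster in the DMSO library (grey) and the AICAR library (red), 1 library each, in the order of the hairpins on chromosome 7. The AICAR value lies above the DMSO value for each arm, but relative to miRNA reads 12 of the 14 arms were higher.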

MiR-290 clusters were reported to be key regulators of the G1-S transition, and Cyclin E/Cdk2 has critical functions in this process [11]. Therefore, we detected the expression of Rbl2, Lats2, and p21, which are inhibitors of Cyclin E/Cdk2 pathway. We also detected the individual expression of Cyclin E and Cdk2. Our result shows that the expression of Rbl2, Lats2, and Cyclin E2 (Ccne2) was increased, whereas that of p21 and Cyclin E1 was decreased. Furthermore, Dkk1 was the miR-290 target, and this marker functioned by preventing ES cell differentiation into mesoderm and germ cell [25]. As expected, Dkk1 expression was decreased significantly, and this finding was consistent with our previous microarray data.

Aside from obtaining the aforementioned findings, we also performed mutual verification between miRNAs and their targets. The expression of miR-138 was increased, whereas its target Trp53 was down-regulated [29] (Figure 2E). 

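MiR-138-5p can come from either of the hairpins Mir138-1 on chromosome 9 (122682876 to 122682974), in an exon of the pseudogene Gm47135, and Mir138-2 on chromosome 8 (94324311 to 94324381) of GRCm38, in an exon of the long non-coding RNA gene C78859, and its reads cannot be divided between them. It had 138 reads (7.31 RPM) in the DMSO library and 278 reads (13.2 RPM) in the AICAR library, a fold change of 1.802 (95% interval 1.46 to 2.23, p = 7.4e-09 from Fisher's exact test of the libraries). This difference lay under the fold change threshold of 2 used for the lists of up-regulated miRNAs. With only tags identical to the reference tag, the fold change was 2.21 and past both thresholds.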

MiR-23a was up-regulated after AICAR treatment, and the expression of all its targets, except Hoxb4, was reduced [27], [30]–[33] (Figure 2F). Similarly, the expression miR-129 and miR-434 was increased and their targets (i.e., Sox4 and Ccnl1, respectively) were down-regulated [26] (Figures 2G and 2H).

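MiR-23a-3p comes from the hairpin Mir23a on chromosome 8 of GRCm38 (84208518 to 84208592). It had 4823 reads (256 RPM) in the DMSO library and 12526 reads (594 RPM) in the AICAR library, a fold change of 2.32 (95% interval 2.25 to 2.40). When scaled to miRNA reads, the fold change was 1.71. The other arm of the hairpin, miR-23a-5p, had 114 and 151 reads, a fold change of 1.19 (0.923 to 1.52) that was not distinguishable from 1 at this depth.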

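MiR-129-1-3p comes from the hairpin Mir129-1 on chromosome 6 of GRCm38 (29022619 to 29022691), in an exon of the long non-coding RNA gene Gm3294, and miR-129-2-3p from Mir129-2 on chromosome 2 (94241364 to 94241453), in an intron of the long non-coding RNA gene Mir670hg. MiR-129-1-3p had 66 reads in the DMSO and 510 in the AICAR library, a fold change of 6.91 (95% interval 5.34 to 9.08, p = 9.9e-76 from Fisher's exact test of the libraries). MiR-129-2-3p had 623 and 1691 reads, a fold change of 2.43 (2.21 to 2.67, p = 6.7e-89, Fisher's exact test). MiR-129-5p, which both hairpins can give, had 148 and 169 reads, a fold change of 1.02 (0.814 to 1.28). Of these reads, 89.2% in the DMSO and 77.5% in the AICAR library were on tags shorter than 21 nt, and without them (16 and 38 reads) the fold change was 2.12. MiR-434-3p comes from Mir434 on chromosome 12 (109594506 to 109594599) and had 3575 and 10057 reads, a fold change of 2.52 (2.42 to 2.62). The other arm, miR-434-5p, had 117 and 75 reads, a fold change of 0.574 (0.423 to 0.773). With miRNA reads as the denominator, the fold changes were 1.78 for miR-129-2-3p and 1.85 for miR-434-3p, and that of miR-129-1-3p stayed past the threshold.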

Overall, our study demonstrated that AICAR can modulate the expression of multiple miRNAs. Particularly, most differentiation -associated miRNAs were down-regulated, and pluripotency-associated miRNAs were up-regulated. These findings suggested AICAR function in ES cell pluripotency maintenance.

### Down-regulation of miR-134 is partly responsible for increased expression of pluripotency markers

The expression level of miR-134 increased after RA- or N2B27-induced differentiation of mouse ES cells [34]. To investigate miR-134 function in AICAR-induced up-regulation of pluripotency markers, we constructed vector pCDH-mir134 that can express the miR-134 precursor to perform the succeeding experiment. Real-time PCR result showed J1 ES cells, which transfected with pCDH-mir134, exhibited high miR-134 expression level compared with those transfected with the control vector, pCDH-CMV-MCS-EF1-copGFP (pCDH-GFP) (Figure 3A). Nanog and Sox2 are direct targets of miR-134; thus, we constructed luciferase reporters that contain Nanog and Sox2 target sequence. Dual-luciferase reporter assay indicated that pCDH-mir134 can decrease the luciferase activity of reporters that contain the target sequence of miR-134 (Figure 3B).

**Figure 3:**
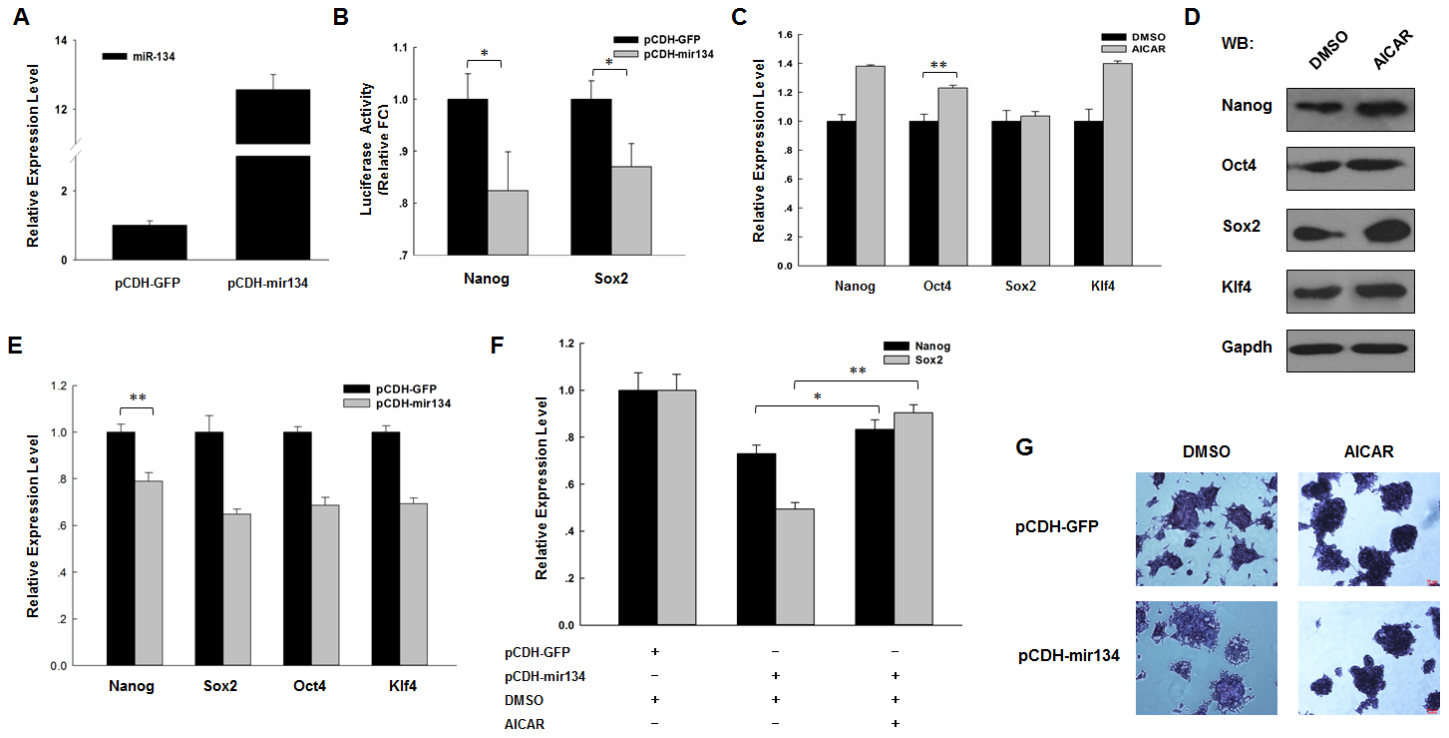
Down-regulation of miR-134 is partly responsible for increased expression of pluripotency markers. (A) MiR-134 expression vector pCDH-mir134 and its negative control were transfected into J1 ES cells, and the expression of miR-134 was detected by real-time PCR. (B) The luciferase reporters psi-Nanog or psi-Sox2 were co-transfected with miRNA expression vectors pCDH-mir134, and empty vector pCDH-GFP without insertion was used as control. 48 h after transfection, luciferase activity was detected using dual-luciferase reporter assay. (C) Real-time PCR validation of Nanog, Oct4, Sox2, and Klf4 in J1 ES cells in the presence or absence of 1 mM AICAR for 24 h using the comparative Ct method. Gapdh was used to normalize template levels. (D) Western blot analysis of pluripotency markers Nanog, Oct4, Sox2 and Klf4 in J1 ES cells in the presence of 1,000 U/ml LIF and with or without 1 mM AICAR for 24 h. Cell lysates were extracted and analyzed by western blot. Relative expression levels were comparing to Gapdh. (E) MiR-134 expression vector pCDH-mir134 and its negative control were transfected into J1 ES cells. 48 h after transfection, Nanog, Sox2, Oct4, and Klf4 expression was detected by real-time PCR. Gapdh was used to normalize template levels. (F) MiR-134 expression vector pCDH-mir134 and its negative control were transfected into J1 ES cells. 12 h after transfection, AICAR or DMSO was added to the cell culture medium, and Nanog and Sox2 expression was detected by real-time PCR. (G) MiR-134 expression vector pCDH-mir134 and its negative control were transfected into J1 ES cells. 12 h after transfection, AICAR or DMSO was added to the cell culture medium, and alkaline phosphatase staining of J1 cells were performed 24 hours later. (WB: western blot; *: p<0.05; **: p<0.01).

Then, we detected the expression of major pluripotency markers Nanog, Oct4, Sox2, and Klf4 in the presence or absence of AICAR. Real-time PCR and western blot results indicated AICAR can increase the expression of those pluripotency markers (Figure 3C and 3D). After that, we overexpressed miR-134 in J1 ES cells and found that miR-134 overexpression can down-regulate the expression of four of the aforementioned pluripotency markers (Figure 3E). Furthermore, we added AICAR into the medium of J1 ES cells transfected with pCDH-mir134 to detect Nanog and Sox2 expression. The results indicated that AICAR can compromise miR-134 reduction on Nanog and Sox2 expression. In addition, AICAR cannot return to levels of cells transfected with control vector pCDH-GFP (Figure 3F).

To investigate the role of miR-134 in ES cells fate decision and highlight the function of AICAR, we transfected J1 ES cells with pCDH-mir134 and added AICAR to preform alkaline phosphatase activity assay. The results showed the expression of miR-134 can significantly decrease AP activity of ES cells and the addition of AICAR reversed this phenomena (Figure 3G). This functional experiment indicated the role of miR-134 in ES cells differentiation and the function of AICAR in their stemness maintenance.

In summary, these results indicated that AICAR can partly antagonize miR-134 function on ES cell differentiation.

### Decreased expression of Myc is modulatied by multiple miRNAs

Myc is one of the significantly down-regulated genes in J1 ES cells modulated by AICAR. Simultaneously, multiple miRNAs can be regulated by AICAR; thus, we attempted to explore the miRNAs that can target Myc and regulate its expression.

First, we predicted miRNAs that may target the 3′-UTR of Myc using TargetScan and miRanda database. 

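Myc lies on the plus strand of chromosome 15 of GRCm38, from 61985391 to 61990374. The longest annotated 3′-UTR has 466 nt and lies in exon 3 of 3, from 61989909 to 61990374. For each miRNA the complement of bases 2 to 7 of its reference tag, counted from the 5′ end, was searched in this 3′-UTR, and each was found once. The complement of bases 2 to 7 of miR-34a-5p, miR-34b-5p and miR-34c-5p is the same 6 bases, at 61990067 to 61990072, within the sequence GCCATAATTTTAACTGCCTCAAACTTAAAT. The complement for miR-135b-5p lies at 61990054 to 61990059, within ACTGTAAGCTTCAGCCATAATTTTAACTGC, and that for miR-340-5p at 61990236 to 61990241, within TTTAATAAAACGTTTATAACAGTTACAAAA. The base of the 3′-UTR opposite base 8 was not complementary at any of these sites. An adenine follows the sites for miR-340-5p and miR-135b-5p but not the site for miR-34.

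**Figure D5:**
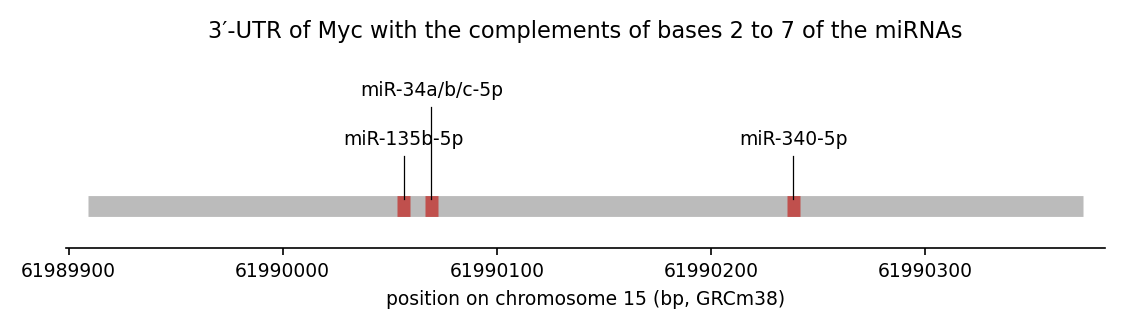
Map of the longest annotated 3′-UTR of Myc (grey bar) on chromosome 15 of GRCm38 (x axis, bp), with the complements of bases 2 to 7 of the miRNAs in red. The sites for miR-135b-5p and miR-34 lie near each other, at 61990054 to 61990059 and at 61990067 to 61990072.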

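In the sequencing data, miR-135b-5p had 48 reads (2.54 RPM) in the DMSO and 150 (7.11 RPM) in the AICAR library, a fold change of 2.80 (95% interval 2.01 to 3.96, p = 4.2e-11 from Fisher's exact test of the libraries). Its hairpin Mir135b lies on chromosome 1 of GRCm38 (132198088 to 132198184), in an intron of Lemd1 and of AC124108.1. MiR-34a-5p, from Mir34a on chromosome 4 (150068454 to 150068555), had 422 and 862 reads, a fold change of 1.83 (1.62 to 2.06). Mir34b (51103562 to 51103645) and Mir34c (51103034 to 51103110) are neighbours on chromosome 9. MiR-34b-5p had 140 and 249 reads, a fold change of 1.59 (1.29 to 1.97), and miR-34c-5p had 8894 and 15154 reads, a fold change of 1.52 (1.48 to 1.57). The 5p arms of miR-34a, miR-34b and miR-34c thus lay under the fold change threshold of 2. Relative to miRNA reads their fold changes were 1.34, 1.17 and 1.12. The 3p arms had fewer reads: miR-34a-3p had 107 and 114 (fold change 0.953, 0.726 to 1.25), miR-34b-3p had 31 and 41 (1.18, 0.724 to 1.95) and miR-34c-3p had 23 and 47 (1.83, 1.09 to 3.15). With tags of at least 21 nt only, miR-34c-3p had a fold change of 2.002 and was past both thresholds. MiR-340-5p, from an intron of Rnf130 on chromosome 11 (50069702 to 50069799), had 4603 and 5485 reads, a fold change of 1.07 (1.02 to 1.11). It was 0.782 relative to miRNA reads, 0.946 with TMM scaling, 0.993 with median-ratio scaling and 0.961 after a correction for GC content. Relative to miRNA reads, miR-34b-3p had a fold change of 0.868.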

By combining our sequencing data with the predicted result, we selected miR-34a, miR-34b, miR-34c, miR-340, and miR-135b to conduct further research. We performed real-time PCR to detect the expression level of Myc and of those predicted miRNAs. Real-time PCR results showed that Myc expression was significantly down-regulated, whereas the expression of miRNAs that may target Myc was increased (Figure 4A). The expression of Myc was also verified by western blot analysis (Figure 4B).

**Figure 4:**
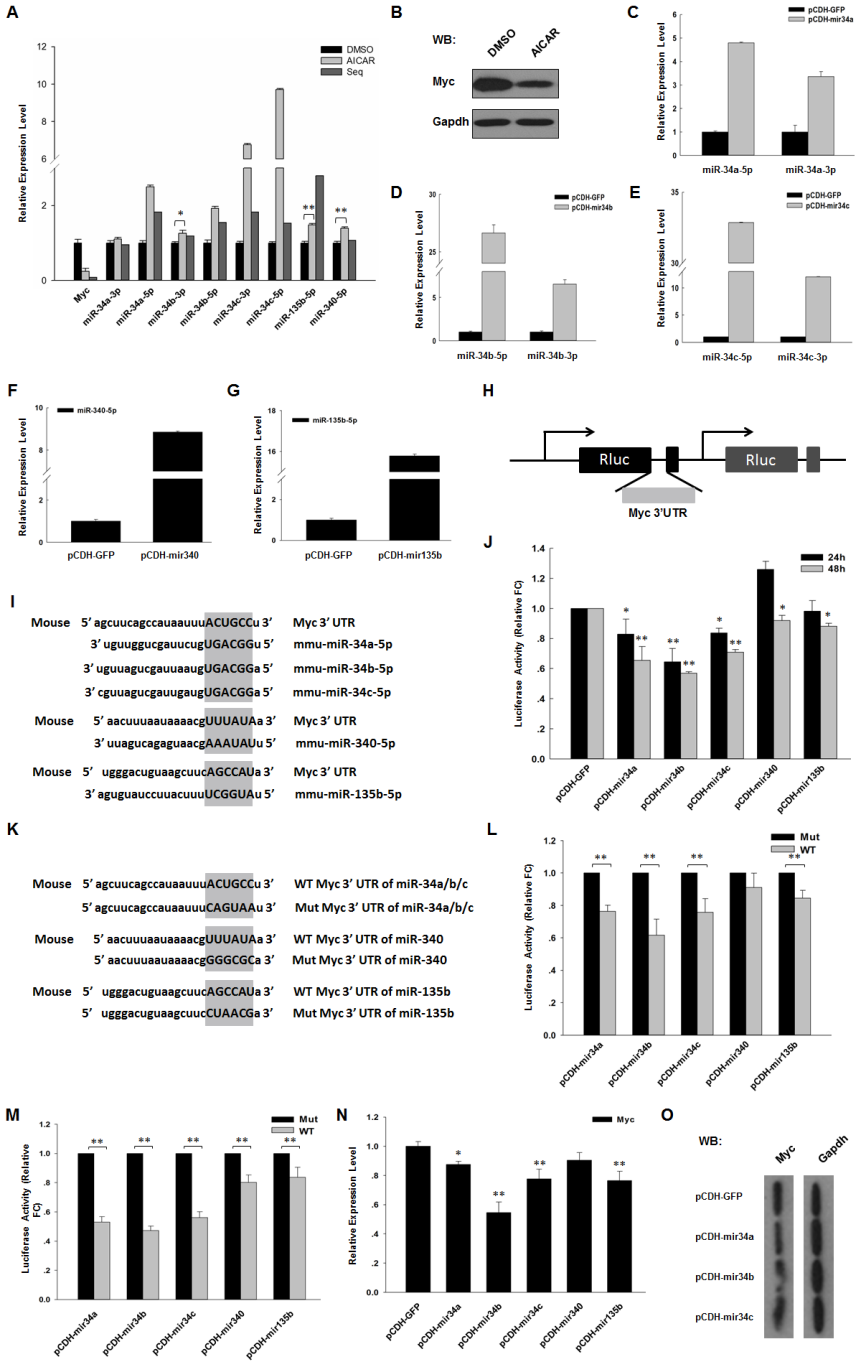
Several miRNAs targeted Myc and down-regulated its expression. (A) The expression of Myc and the predicted miRNAs was validated by real-time PCR in the presence of 1 mM AICAR. (B) Western blot analysis of Myc expression in J1 ES cells in the presence of 1,000 U/ml LIF and with or without 1 mM AICAR for 24 h. Cell lysates were extracted and analyzed by western blot. Relative expression level were comparing to Gapdh. (C/D/E/F/G) MiR-34a/34b/34c/340/135b expression vector pCDH-mir34a/34b/34c/340/135b and their negative control were transfected into J1 ES cells, and miR-34a/34b/34c/340/135b expression was detected by real-time PCR. (H) The schematic representation for construction of the firefly luciferase reporter vector. Myc 3′-UTR was inserted into psiCHECK-2 vector by XbaI and EcoRI sites. (I) Brief description of predicted miRNAs and their target sites on Myc 3′-UTR. (J) The luciferase reporters were co-transfected with miRNA expression vectors, and empty vector pCDH-GFP without insertion was used as control. 24 and 48 h after transfection, luciferase activity was detected using dual-luciferase reporter assay. (K) Brief description of mutated sites on Myc 3′-UTR. (L) The mutated luciferase reporters were co-transfected with miRNA expression vectors, and empty vector pCDH-GFP without insertion was used as control. 24 h after transfection, luciferase activity was detected using dual-luciferase reporter assay. (M) The mutated luciferase reporters were co-transfected with miRNA expression vectors, and empty vector pCDH-GFP without insertion was used as control. 48 h after transfection, luciferase activity was detected using dual-luciferase reporter assay. (N) The indicated miRNA expression vectors were transfected into J1 ES cells. 48 h after transfection, Myc expression was detected by real-time PCR. Gapdh was used to normalize template levels. (O) The indicated miRNA expression vectors were transfected into J1 ES cells. 48 h after transfection, cell lysates were extracted and analyzed by western blot. Relative expression level were comparing to Gapdh. (WB: western blot; *: p<0.05; **: p<0.01).

Subsequently, we constructed the miRNA expression vectors of those predicted miRNAs and named those as pCDH-mir34a, pCDH-mir34b, pCDH-mir34c, pCDH-mir340, and pCDH-mir135b. Real-time PCR results indicated that J1 ES cells, which transfected with those miRNA expression vectors, showed noticeably high miRNA expression level of corresponding miRNA. This finding was based on the comparison with cells transfected with the control vector pCDH-GFP (Figures 4C, 4D, 4E, 4F and 4G). Myc 3′-UTR sequence that contains putative miRNA binding sites of the aforementioned miRNAs were PCR amplified and cloned into MCS of dual-luciferase reporter vector psiCHECK-2 to engineer luciferase reporters psi-Myc-34, psi-Myc-340, and psi-Myc-135b (Figure 4H and 4I). In 293FT cells, the luciferase reporters were co-transfected with miRNA expression vectors, and empty vector pCDH-GFP without insertion was used as control. 24 h after transfection, only miR-34a, miR-34b, and miR-34c significantly reduced the luciferase activity of the Myc reporter between 20% and 35% compared to the control vector pCDH-GFP (Figure 4J). 48 h after transfection, miR-34a, miR-34b, and miR-34c can reach a 30% to 40% reduction, and miR-340 and miR-135b also showed slight reduction on the luciferase activity of Myc reporter (Figure 4J). By comparing the result obtained at 24 h with that at 48 h, we found that luciferase activity was much lower at 48 h than at 24 h. This finding indicated that miRNA regulation to its target was time dependent. Furthermore, we engineered mutated luciferase reporters with 6 base mutations in the predicted target sites of Myc 3′-UTR (Figure 4K). Compared with mutant reporters, miR-34a, miR-34b, miR-34c, and miR135b can repress the luciferase activity of Myc reporter by 10% to 40% at 24 h after transfection, and miR-340 showed no significant influence (Figure 4L). 48 h after transfection, miR-34a, miR-34b, and miR-34c showed approximately 50% reduction effect, whereas miR-340 and miR-135b showed approximately 20% reduction (Figure 4M). To study the repressed function of predicted miRNAs on Myc mRNA, we transfected these miRNAs into J1 ES cells and detected the endogenous expression level of Myc mRNA using real-time PCR 48 h after transfection. The result showed that miR-34a, miR-34b, and miR-34c can repress the expression by 15%, 55%, and 25%, respectively. Notably, miR-340 and miR-135b can also reduce Myc expression to the some extent (Figure 4N). Furthermore, we also detected the repression of miR-34a, miR-34b, and miR-34c on Myc protein expression. The result indicated all of this three miRNAs can reduce the expression of Myc and the function of miR-34b was most significantly (Figure 4O).

The aforementioned result suggested that miR-34a, miR-34b, and miR-34c not only target Myc in human derived cells as described previously [35]–[37], but also negatively regulate Myc expression in mouse species. In addition, Myc may also be the target of miR-340 and miR-135b, but this finding requires further investigation.

## Discussion

Because of their properties of pluripotency, self-renewal and unlimited proliferation, ES cells have great potentiality to be used in clinical medicine. However, the application of ES cells were limited partly because the mechanisms that ensure ES cell characteristics were not well elucidated, as well as the acquisition and culture of ES cell were rather difficult. So, discover the mechanisms in ES cells and ensure their properties during passage culture were urgent mission for us. A significant amount of transcriptional factors, such as Nanog, Oct4, Sox2, and Klf4, are composed of a center transcription network that has basic functions in ES cells. Signaling transduction pathways also have their functions in ES cell maintenance. Epigenetic modulation, including DNA methylation, histone modification, and non-coding RNA regulation, formed another regulatory system to maintain ES cell stemness [7], [38]. ES cells seemed to have their own unique epigenetic state, which can maintain their pluripotency and self-renewal, at the same time they can also immediately initiate differentiation during development. MiRNA is a type of non-coding RNA that has an essential function in ES cells through transcriptional and post-transcriptional regulation of gene expression.

In mouse ES cells, the miR-290 cluster is the most abundantly expressed miRNA, which measured up 60% to 70% of the total expressed miRNA [39]. 

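Over the 14 arms of the miR-290 cluster with at least 1 RPM, the median log2 fold change between the AICAR and the DMSO library was 0.85 (95% interval 0.83 to 0.86 from 1000 Poisson draws of the read counts, counting error only). It lay at percentile 100 of the medians of 10000 random lists of 14 miRNAs matched on mean expression, whose own median was 0.20. This percentile describes these libraries, and miRNAs are not replicates. When scaled to miRNA reads, the median of the cluster was 0.40, against -0.24 for the random lists. At a fold change of at least 2 and p at most 0.01, 4 of the 14 arms were up-regulated, and none was past these thresholds relative to miRNA reads.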

In our study, almost all members of the miR-290 cluster were up-regulated after AICAR treatment. Cell cycle inhibitors p21 and Lats2 are direct targets of miR-290 cluster. As expected, p21 expression was decreased slightly. However, Lats2 was increased in our real-time detection, although this marker was decreased significantly in our sequencing data. Therefore, Lats2 was not only regulated by the miR-290 cluster, but also functioned in other cellular processes. Cyclin E/Cdk2 complex is direct modulator of G1/S transition and functions by phosphorylating its downstream proteins and promoting G1 progression. Our result showed that Cyclin E2 and Cdk2 expression was increased and Cyclin E1 was down-regulated. These findings may suggest different functions between Cyclin E1 and Cyclin E2. Rbl2 expression was not changed apparently. This finding indicated that AICAR may not influence de novo DNA methylation through the Rbl2 repression. Certainly, we do not rule out the possibility that AICAR can modulate DNA methylation through other methods. Dkk-1, which is directly targeted by the member of the miR-290 cluster, was down-regulated after ACAR treatment. This finding suggested the function of AICAR in repressing ES cell differentiation.

MiR-134, which was identified as a differentiation-associated miRNA, was decreasingly expressed after AICAR treatment. MiR-134 was first considered as a brain-specific miRNA that can regulate synapse development by targeting Limk1 [40]. Thereafter, miR-134 was found to be up-regulated after RA treatment, which caused Tay YM *et.al* to associate this RNA with ES cell differentiation. Further research indicated that miR-134 can modulate mouse ES cell differentiation by targeting Nanog and LRH1 and repressing their expression [34]. A recent study also found that miR-134 expression was correlated with tumor cell proliferation, survival, migration, and invasion [41]. Our data suggested that AICAR can down-regulated the expression of miR-134 in ES cells. Therefore, AICAR modulation on miR-134 expression may suggest the function of AICAR in ES cell pluripotency maintenance and cancer therapy.

Myc is a transcription factor that was enriched in ES cells and tumor cells. Yamanaka Laboratory first cultured iPS cells in 2006 using four specific factors, i.e., Oct4, Myc, Sox2, and Klf4 [42]. This experiment suggested the critical function of Myc in ES cells. However, in our study, Myc expression was seriously decreased in the presence of AICAR despite the up-regulation of other pluripotent factors, including Nanog, Sox2, Klf4, and Oct. In this study, we first identified that miR-34a, 34b, and 34c can repress Myc expression by directly targeting Myc 3′-UTR in mouse ES cells. In addition, miR-340 and miR-135 were also the potential miRNAs that can repress Myc expression. Thus, we propose that AICAR decreases Myc expression by modulating miRNA expression. The effect of AICAR on Myc expression may provide new insights into cancer therapy.

AICAR is a small molecule that can influence intracellular energy metabolism and stimulate cells in energy stress. Recently reported STAP cells proposed a more simpler and efficient pathway for somatic cell reprogramming. This research suggested external stimuli was conducive to the generation of pluripotent cells. In that way, we want to know whether the energy stress resulted from AICAR can facilitate reprogram efficiency? On the other hand, FSK, which was a cAMP agonist like AICAR, was used to produce iPS cells with other small molecules. So, if AICAR can replace FSK to accomplish the same task? In the study, our data demonstrated that AICAR can modulate miRNA expression, particularly miRNAs that participate in ES cell pluripotency maintenance. In addition, some important transcriptional factors, such as Sox2, Nanog and Myc, were also regulated by AICAR through its modulation on miRNA expression. All of these results suggested the function of AICAR on ES cell stemness maintenance and pluripotent cells generation. Thus, our study discovered a new mechanism of AICAR in ES cell pluripotency maintenance and provide insight for its usage in reprogramming and clinical medicine.

## Supporting Information

Table S1 **Real-time PCR primers.** List of all primers used for detection of microRNA or gene expression levels by real-time PCR.

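The list in Table S1 gives a forward primer for each miRNA, whose bases follow the mature miRNA, sometimes after added G bases at the 5′ end. Of its 37 miRNA primers, 27 matched a sequenced tag over their whole length, and the others matched after leading bases were left out, over at least 11 bases. For 36 primers the longest match was the miRNA they are listed for.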

(DOCX) Click here for additional data file.

Table S2 **43 microRNAs identified to be significantly down-regulated after AICAR treatment.** Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC≤0.5, p≤0.01).
(DOCX) Click here for additional data file.

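Table S2 gives, for each miRNA, a standardized expression value in each library, the fold change and a p-value. Multiplied by the clean reads of its library over 1000000, each of the 204 expression values of Tables S2 and S3 gave a whole number of reads within 0.05, so the values are RPM of clean reads. All 43 miRNAs of Table S2 could be matched to an annotated hairpin arm, and 42 of them were down-regulated here, with the reads counted as described for the libraries. In the AICAR library, 26 of the 50 down-regulated miRNAs came from the cluster on chromosome 12 that holds Mir134.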

Table S3 **59 microRNAs identified to be significantly up-regulated after AICAR treatment.** Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC≥2, p≤0.01).
(DOCX) Click here for additional data file.

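Of the 59 miRNAs of Table S3, 57 could be matched to an annotated hairpin arm, and 56 of these were up-regulated here. For 98 of the 100 miRNAs of Tables S2 and S3 with a hairpin arm, counting each tag that overlapped the reference tag by at least 16 nt gave the same number of reads as the tables in both libraries. With the end limits of 2 and 4 nt, 59 had the same number. The lowest value in the library with more reads was 1.04 RPM in these tables, and the largest p-value was 0.00869, both as the paper reports them.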

# Supplementary material for: MicroRNA Modulation Induced by AICA Ribonucleotide in J1 Mouse ES Cells
**Source:** PLoS One. 2014 Jul 31;9(7):e103724. doi: 10.1371/journal.pone.0103724
**Supplement:** Table S1 — Real-time PCR primers. List of all primers used for detection of microRNA or gene expression levels by real-time PCR.

**Supplementary Table 1**. Real-time PCR primers. List of all primers used for detection of microRNA or gene expression levels by real-time PCR.

# Supplementary material for: MicroRNA Modulation Induced by AICA Ribonucleotide in J1 Mouse ES Cells
**Source:** PLoS One. 2014 Jul 31;9(7):e103724. doi: 10.1371/journal.pone.0103724
**Supplement:** Table S2 — 43 microRNAs identified to be significantly down-regulated after AICAR treatment. Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC≤0.5, p≤0.01).

**Supplementary Table 2**. 43 microRNAs identified to be significantly down-regulated after AICAR treatment. Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC ≤ 0.5, p ≤ 0.01)

| **miR-name** | **DMSO-std** | **AICAR-std** | **Fold Change** | **p-value** |
| --- | --- | --- | --- | --- |
| mmu-miR-1188-5p | 18.7596 | 8.155 | 0.434711 | 1.77E-20 |
| mmu-miR-1193-5p | 63.6448 | 25.7927 | 0.40526 | 3.71E-74 |
| mmu-miR-1197-3p | 5.5113 | 1.1379 | 0.206467 | 2.46E-15 |
| mmu-miR-130a-5p | 4.7694 | 1.8491 | 0.387701 | 2.48E-07 |
| mmu-miR-134-5p | 166.8226 | 62.9172 | 0.37715 | 5.92E-215 |
| mmu-miR-136-3p | 16.2689 | 7.3964 | 0.454634 | 1.42E-16 |
| mmu-miR-143-5p | 8.4789 | 3.556 | 0.419394 | 1.19E-10 |
| mmu-miR-149-3p | 13.2483 | 6.4008 | 0.483141 | 2.88E-12 |
| mmu-miR-154-3p | 48.0118 | 23.2798 | 0.484877 | 4.51E-40 |
| mmu-miR-181a-2-3p | 4.4514 | 0.7112 | 0.15977 | 8.24E-15 |
| mmu-miR-182-3p | 6.5712 | 2.3707 | 0.360771 | 1.48E-10 |
| mmu-miR-20b-3p | 1.9078 | 0.8534 | 0.447322 | 0.0042767 |
| mmu-miR-219-2-3p | 9.5388 | 4.7413 | 0.497054 | 9.92E-09 |
| mmu-miR-27a-3p | 194.3791 | 92.5977 | 0.476377 | 6.63E-163 |
| mmu-miR-296-3p | 139.3191 | 28.4953 | 0.204533 | 0 |
| mmu-miR-302a-3p | 1.3778 | 0.5215 | 0.378502 | 0.0050756 |
| mmu-miR-302a-5p | 9.0618 | 1.8491 | 0.204054 | 1.72E-24 |
| mmu-miR-3072-5p | 8.002 | 2.2758 | 0.284404 | 1.88E-16 |
| mmu-miR-323-3p | 1378.406 | 533.4446 | 0.387001 | 0 |
| mmu-miR-323-5p | 34.1276 | 14.3662 | 0.420955 | 4.73E-38 |
| mmu-miR-341-3p | 238.2044 | 59.1715 | 0.248406 | 0 |
| mmu-miR-344-3p | 2.5967 | 0.8534 | 0.328648 | 1.89E-05 |
| mmu-miR-3470a | 20.1374 | 10.0042 | 0.496797 | 7.45E-17 |
| mmu-miR-3473b | 48.1178 | 11.4266 | 0.237471 | 1.53E-108 |
| mmu-miR-370-3p | 7.1011 | 2.9396 | 0.413964 | 2.50E-09 |
| mmu-miR-377-5p | 14.5731 | 6.4008 | 0.43922 | 5.83E-16 |
| mmu-miR-379-3p | 4.4514 | 1.9439 | 0.436694 | 7.21E-06 |
| mmu-miR-379-5p | 211.6019 | 86.7659 | 0.410043 | 3.36E-237 |
| mmu-miR-381-3p | 1.7488 | 0.3793 | 0.216892 | 1.48E-05 |
| mmu-miR-382-3p | 317.7472 | 154.9459 | 0.487639 | 1.61E-251 |
| mmu-miR-410-5p | 8.7969 | 1.375 | 0.156305 | 3.07E-28 |
| mmu-miR-411-5p | 169.9492 | 84.253 | 0.495754 | 1.90E-130 |
| mmu-miR-431-3p | 27.3445 | 10.8102 | 0.395334 | 3.47E-34 |
| mmu-miR-449a-5p | 4.2924 | 2.0388 | 0.474979 | 5.29E-05 |
| mmu-miR-449c-5p | 5.2993 | 2.2758 | 0.429453 | 6.46E-07 |
| mmu-miR-466i-3p | 7.3661 | 2.987 | 0.405506 | 6.30E-10 |
| mmu-miR-540-3p | 35.6114 | 17.1161 | 0.480635 | 1.00E-30 |
| mmu-miR-540-5p | 12.7714 | 4.931 | 0.386097 | 2.09E-17 |
| mmu-miR-541-3p | 3.0206 | 0.9483 | 0.313944 | 1.99E-06 |
| mmu-miR-665-3p | 70.534 | 30.0599 | 0.426176 | 4.33E-75 |
| mmu-miR-758-5p | 16.2159 | 4.9784 | 0.307007 | 3.10E-29 |
| mmu-miR-770-3p | 19.8725 | 8.724 | 0.438999 | 3.16E-21 |
| mmu-miR-92a-2-5p | 280.758 | 114.6448 | 0.40834 | 2.62E-316 |

# Supplementary material for: MicroRNA Modulation Induced by AICA Ribonucleotide in J1 Mouse ES Cells
**Source:** PLoS One. 2014 Jul 31;9(7):e103724. doi: 10.1371/journal.pone.0103724
**Supplement:** Table S3 — 59 microRNAs identified to be significantly up-regulated after AICAR treatment. Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC≥2, p≤0.01).

**Supplementary Table 3**. 59 microRNAs identified to be significantly up-regulated after AICAR treatment. Fold change (FC) values are provided in comparison with J1 ES cells treated by DMSO. (FC ≥ 2, p ≤ 0.01)

How the deposited data were processed for this re-analysis (not part of the article)

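Small RNA of J1 mouse ES cells treated for 24 h with 1 mM AICAR or an equal volume of DMSO was sequenced, with 1 library per condition. The title of the control sample calls it J1_U, whereas its treatment label is DMSO, and it was taken as the DMSO library. The authors removed low-quality reads, contaminant reads and reads under 18 nt, collapsed the remaining clean reads into distinct tags, and deposited the count of reads of each tag together with its length and sequence, without normalization and without alignment. The read counts sum to 18870345 in the DMSO library and 21091226 in the AICAR library, and these totals were used as the depth.

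From the counts, tags were matched without mismatch to 1174 mouse miRNA hairpins of the GENCODE annotation for GRCm38. These are the miRNA entries whose gene symbol starts with Mir, and entries with other symbols were not used. Tags were not screened against rRNA, tRNA or repeats before they were counted for a hairpin. Annotated mature sequences were not used here. In their place, the tag with the most reads over both libraries on each hairpin arm served as the reference tag, and copies of a hairpin with the same reference tag were counted as 1 miRNA. This choice makes a short tag the reference where it is the most abundant, as for miR-296-3p. A tag was assigned when it started within 2 nt and ended within 4 nt of the reference tag, and a tag that fitted several miRNAs was counted in full for each, so that closely related miRNAs such as miR-27a-3p and miR-27b-3p share reads. Matches to the genome were not analysed here, and neither were the mapping rates, the unannotated tags or the predicted miRNAs of the paper.

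Values are RPM of clean reads, and miRNAs with at least 1 RPM in at least 1 library were tested. The thresholds were a fold change of at least 2 or at most 0.5 and p at most 0.01, as in the results and Tables S2 and S3. The paper names Student's t-test for its statistics in general, but does not say which test is behind these lists. Its methods give a p-value threshold of 0.05 for them. Fisher's exact test (two-sided) of the reads of each miRNA against the other clean reads was used, which compares these libraries, not the conditions. Fold changes carry 95% exact binomial intervals and shares carry 95% Wilson intervals, for counting error only. The limit of detection where a miRNA has no reads was set to 3 reads, which is 0.159 RPM in the DMSO and 0.142 in the AICAR library. No spread between replicates could be estimated, and miRNAs were not treated as replicates.

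The miR-290 cluster was taken as the chain of hairpins on the same strand around Mir290a with gaps of at most 10 kb, and the cluster on chromosome 12 as the chain around Mir134 with gaps of at most 100 kb. The median log2 fold change of each was set against 10000 random lists of the same size, matched over 10 bins of mean expression. The miRNAs named are those named in the text or in Figures 2 and 4, and the 5 largest rises and 5 largest falls past the thresholds with at least 10 RPM in at least 1 library.

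Alternatives set before the data were examined were other denominators (reads relative to miRNA reads, TMM, median-ratio), other rules for assigning tags, other filters and p thresholds, the Benjamini-Hochberg adjustment, the Audic-Claverie test, edgeR's exact test with assumed coefficients of variation of 0.2 and 0.4, and a linear correction for GC content. Restriction to tags of at least 21 nt was added after seeing the data. The steps were tested on simulated data: 275 of 275 planted hairpin arms were recovered, 0 of 20000 random tags were assigned, 200 of 200 miRNAs with a simulated 4-fold change were called in the right direction, and 0 of 329 unchanged miRNAs were called. The simulated counts were Poisson draws, without spread from PCR or between cultures, and no change smaller than 4-fold was simulated. They therefore cannot show how many calls in the real libraries are false, or how well smaller changes are found. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 were used.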

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

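The test in this part was chosen after the result was seen. Among tags that match none of the hairpins used here, 119 had at least 1000 RPM in at least 1 library. Of these, 42 differed at least 2-fold between the libraries, 18 with a higher and 24 with a lower RPM in the AICAR library. The paper does not report on single tags outside miRNAs. For 7 of these tags the difference was at least 8-fold, and these fell into 3 families of tags that share a stretch of 15 nt. The first family held 24056 reads in the DMSO and 342206 reads in the AICAR library, 0.127% and 1.62% of the clean reads, a fold change of 12.7, and its 5 abundant tags rose between 8.66-fold and 94.4-fold. The third family rose from 14174 to 145241 reads, a fold change of 9.17. In the second family, a single tag fell from 19385 to 511 reads, while all tags that share a stretch with it went from 118210 to 77627 reads, a fold change of 0.588.

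None of these families matched a transcript of the GENCODE annotation. Only these transcripts were searched and not the genome, so the absence of a match does not show that the tags lie outside the mouse genome. The first and the third family held 95.1% of the reads of the 7 tags. A few sequences taking many reads in 1 library is a candidate explanation of technical kind, and a difference between the cultures or library preparations is another that was not tested. The treatment with AICAR is the biological explanation the design gives. With 1 library per condition these cannot be told apart, and the origin of these tags was not analysed here.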

How the results depend on the processing

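Counts of miRNAs past the thresholds depended on the denominator and on the assumed spread. Against 63 up-regulated and 50 down-regulated miRNAs, 22 and 114 were found relative to miRNA reads, with a shift of the median log2 fold change of all miRNAs from 0.15 to -0.30. With at least 10 RPM, 27 were up-regulated and 27 down-regulated. With edgeR's exact test, 37 were up-regulated at an assumed coefficient of variation of 0.2, and 5 were up-regulated and 6 down-regulated at 0.4. The smallest fold change among these 5 was 6.91 and the largest among these 6 was 0.206, a limit set by the assumed spread and 1 library per condition. With tags of at least 21 nt only, chosen after seeing the data, 30 were down-regulated. TMM and median-ratio scaling, the other assignment rules, no filter, a p threshold of 0.05, the Benjamini-Hochberg adjustment, the Audic-Claverie test and the GC correction kept both counts within 1.5 times.

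The median log2 fold change of the miR-290 cluster stayed positive in each setting that was run. Against 0.85, it was 0.40 relative to miRNA reads, 0.67 with TMM scaling, 0.74 with median-ratio scaling, 0.87 with tags identical to the reference tags, 0.88 with 1 mismatch and 0.80 after the GC correction. That of the cluster on chromosome 12 stayed negative in each setting, which the denominators could not have changed, as each of them lowers all fold changes. Against -0.75, it was -1.20 relative to miRNA reads, -0.92 with TMM scaling, -0.85 with median-ratio scaling, -0.66 with 1 mismatch and -0.64 with tags of at least 21 nt only.

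The miRNA share of the clean reads moved beyond its counting error with the 5 rules below, and was larger in the AICAR library with each. It was not computed for reads divided among miRNAs. In the DMSO and AICAR libraries it was 7.35% and 10.6% with identical tags, 10.6% and 14.6% with the reference 5′ end, 11.55% and 15.71% with an overlap of 16 nt, 12.8% and 17.5% with 1 mismatch, and 10.4% and 15.1% with tags of at least 21 nt only.

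Of the single miRNAs, the fold change of miR-296-3p went from 0.203 to 1.11 with tags of at least 21 nt only. With miRNA reads as the denominator, those of miR-290-3p (0.946), miR-293-5p (0.886), miR-34b-3p (0.868) and miR-340-5p (0.782) changed direction, and miR-340-5p also did so with TMM scaling (0.946), median-ratio scaling (0.993) and the GC correction (0.961). Of 45 named miRNAs, 8 were no longer past the thresholds relative to miRNA reads and 1 came past them. With tags identical to the reference tag only, miR-449a-5p (0.475 to 0.783) and miR-302a-3p (0.379 to 0.179, with fewer reads) were no longer past them, and miR-138-5p (1.802 to 2.21) came past them. The Benjamini-Hochberg adjustment also took miR-302a-3p out of those past the thresholds. With 1 mismatch allowed, miR-341-3p (0.881) was no longer past them and miR-302b-3p (0.433) came past them. TMM scaling took out miR-291b-5p (1.79), as did median-ratio scaling (1.87), and brought in miR-302b-3p (0.412). With tags of at least 21 nt only, miR-381-3p (0.224), miR-449a-5p (0.687) and miR-3473b-3p (0.582) were no longer past them, and miR-34c-3p (2.002) came past them. These comparisons leave out edgeR's exact test. At its assumed coefficient of variation of 0.4, no miRNA with a fold change between 0.206 and 6.91 was past the thresholds. This range holds miR-134-5p (0.377), miR-23a-3p, miR-434-3p, miR-145-5p and the arms of miR-291a and miR-291b. A change of denominator divides all fold changes by the same factor, 1.36 for miRNA reads, 1.13 for TMM and 1.07 for median-ratio scaling, and this factor alone makes the differences in fold change between denominators. For the results that changed with the assignment rule or the GC correction the cause was not tested.

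The settings that need a match to the genome, that is RPM of genome-matched reads, at most 20 genomic positions and the assembled chromosomes only, were not run, and the share of clean reads that match the genome was not analysed here. No paired analysis was possible because each condition has 1 library, and no replicate could be left out. Depth limits the miRNAs with few reads: 29 of those past the thresholds had fewer than 100 reads in the libraries together.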

Differences from the paper's values

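The clean reads of each library, the miRNA reads and shares, the numbers of up- and down-regulated miRNAs, and the fold changes of 100 miRNAs of Tables S2 and S3 were set beside the paper's. None of these differed from the paper's by more than 1.5 times and beyond the counting error. For 19 fold changes that only Figures 2 and 4 show, read by eye, the larger value was at most 1.06 times the smaller. Such readings are approximate, and no conclusion on how real-time PCR compares with sequencing is drawn from them. For Figure 2A the paper says that the size of the changes differed between real-time PCR and sequencing. The paper's 59 up-regulated and 43 down-regulated miRNAs compare with 63 and 50 here.

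The paper lists miR-20b-3p as down-regulated and miR-1247-5p as up-regulated. Here they had fold changes of 0.461 (p = 0.0101, Fisher's exact test) and 2.44 (p = 0.0114, Fisher's exact test), just above the p threshold. With an overlap of 16 nt in the assignment of tags, miR-20b-3p was past the thresholds (p = 0.00588, Fisher's exact test), with tags identical to the reference tag miR-1247-5p was, and both were with a p threshold of 0.05. The fold change of miR-20b-3p was 0.522 with 1 mismatch allowed and that of miR-1247-5p was 1.79 relative to miRNA reads, short of the threshold. The paper places miR-302b-3p among the down-regulated miRNAs of Figure 2A. Here its fold change was 0.464 with p = 0.0187 (Fisher's exact test). It was past the thresholds relative to miRNA reads, with TMM scaling, with 1 mismatch allowed and with a p threshold of 0.05, but its fold change was 0.596 with tags identical to the reference tag and 0.518 with the reference 5′ end. Past the thresholds here but outside Tables S2 and S3 were 8 down-regulated miRNAs (miR-1983-5p, miR-300-3p, miR-32-3p, miR-3473e-5p, miR-6240-5p, miR-677-5p, miR-692-3p and miR-700-3p) and 7 up-regulated miRNAs (miR-219c-5p, miR-297a-5p, miR-3473d-3p, miR-470-5p, miR-497b-5p, miR-7073-5p and miR-7687-5p). All reads of miR-32-3p, miR-3473e-5p, miR-6240-5p and miR-700-3p were on tags shorter than 21 nt. Tags were not screened against rRNA, tRNA or repeats, so reads counted for these names may come from other RNA. Of Table S3, 2 miRNAs, miR-1196-5p and miR-1935, were not analysed here. In Table S1, a primer is listed for miR-135b-3p. Its longest match among the tags, over 19 of its 20 bases, was to miR-135b-5p.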

Other observations

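Of the tests below, that on GC content was chosen beforehand, and all others were chosen after the result, or values that bear on it, had been seen. Tags under 21 nt held 9.49% of the hairpin reads in the DMSO library and 3.81% in the AICAR library. For miR-296-3p and miR-27a-3p, a shorter tag of 18 nt was the most abundant. Without tags under 21 nt, the fold change of miR-296-3p was 1.11, and that of miR-27a-3p, whose tag TTCACAGTGGCTAAGTTC also matches miR-27b-3p, went from 0.476 to 1.87. For miR-296-3p the lower value may come from shorter forms and not from the full-length miRNA. MiR-27a-3p was picked because of this change, so its value is no separate test. Of the 50 down-regulated miRNAs, 29 stayed past the thresholds without these tags, so tags under 21 nt do not account for most of the list. Across miRNAs, which are not independent replicates, Spearman's rho between the log2 fold change and the share of tags under 21 nt over both libraries was -0.38. Whether the shorter tags reflect degradation in the culture, in the RNA or in the library was not tested.

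A larger share of the AICAR reads came from miRNAs. Of the 63 up-regulated miRNAs, 22 stayed past the thresholds relative to miRNA reads. As this denominator divides all fold changes by 1.36, the number follows from the fold changes, and it cannot tell whether the larger share of miRNA reads is behind the rises. With 1 library per condition, a larger share of miRNAs in the treated cells cannot be told apart from a difference between the libraries.

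Of the 79 arms tested in the cluster on chromosome 12 of GRCm38 (109544541 to 109747960, 57 hairpins, the imprinted region that holds Mirg and Rian), 70 had a lower value in the AICAR library and 26 were down-regulated (32.9%), against 24 of 450 outside it (5.33%). The paper does not report on this cluster. Its median log2 fold change was -0.75 (-0.82 to -0.68), against 0.29 for 10000 matched random lists, and lay at percentile 0. The share of hairpin reads fell from 7.91% to 3.58%. The linear correction for GC content had a fitted slope of -0.007 log2 per percent GC over all miRNAs. It left the median at -0.75 (percentile 0), with 71 of the 79 arms lower and 25 down-regulated. The same correction moved the median of the miR-290 cluster from 0.85 to 0.80. A linear effect of the size fitted is too small to give the lower values, so the correction could hardly have moved them. The slope was fitted over all miRNAs, these arms included, so the correction cannot tell whether GC content plays a part. Other effects of GC content were not tested. Without tags under 21 nt the median was -0.64, the percentile was 0, and 19 arms in place of 26 were down-regulated, so these tags may account for a part of the lower values but not for all. MiR-434-3p rose, while 70 of the 79 arms were lower. Dividing shared reads among miRNAs left the median at -0.75. Contamination and differences between the cultures, such as the state of the imprinted region, were not tested, so that no biological conclusion follows from 1 library per condition; a lower expression of the region with AICAR is a hypothesis.

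MiR-122-5p, an abundant miRNA of liver, rose 8.72-fold. RNA from liver in the AICAR library is a candidate explanation. For comparison, miR-192-5p, miR-101a-3p and miR-101b-3p were taken as other miRNAs of liver, though whether they are specific to it was not tested. The median log2 fold change of these 3 miRNAs minus that of all miRNAs was -0.15. They had at least 10966 reads in the DMSO library, so an amount of RNA that adds as many reads as miR-122-5p gained, from 55 to 536, would hardly move them. The rise of miR-122-5p therefore cannot be told apart from RNA from liver. Other explanations were not tested, and the rise rests on 1 library per condition.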
